A study of Saccharomyces cerevisiae with 21 samples. Its data were reported in "RSC and GRFs confer promoter directionality by restricting divergent noncoding transcription" (2022).

How the data were processed

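Polyadenylated RNA was sequenced from 21 Saccharomyces cerevisiae libraries, 3 biological replicates in each of 7 groups, with Schizosaccharomyces pombe cells added as a spike-in. Per the labels, the S. pombe cells were added in fixed optical density units before RNA was extracted from both species together, the libraries were strand-specific, and reads were paired. The auxin-inducible degron (AID) is a tag that lets the F-box protein osTIR1 direct a protein to the proteasome once the auxin indole-3-acetic acid (IAA) is added. The strains carried the tag on Sth1 (STH1-AID), on Rap1 (RAP1-AID) or on both (STH1-AID RAP1-AID), were grown in rich glucose medium, and were treated with 500 µM IAA or with an equal volume of its solvent DMSO. The wild type (WT) was left untreated and, by its label, carried neither a tag on Sth1 or Rap1 nor osTIR1. All 4 strains are labelled as derived from BY4741 with an epitope tag on Rpb3.

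The authors deposited 2 tables of raw counts, 1 per species, which hold the fragment count of each protein-coding gene in each library without normalisation. According to the study's methods and the file headers, the authors trimmed adaptors with cutadapt 1.9.1, mapped the reads with BWA 0.5.9-r16 to each genome separately (S. cerevisiae R64-1-1, Ensembl release 90; S. pombe ASM294v2, Ensembl release 44), and used BamTools 2.4.0 to keep primary, properly paired, uniquely mapped alignments without soft clipping, with an insert of at most 2 kb and fewer than 3 mismatches. Fragments were counted with featureCounts 1.5.1, strand-specifically, from unspliced alignments, and a fragment that overlapped several genes on 1 strand was counted for each of them. These steps affect the values in several ways. Reads that map to more than 1 place were discarded, so genes with near-identical copies, such as many ribosomal protein paralogues and subtelomeric families, are counted from their unique parts. Fragments across exon junctions were lost, so the counts of intron-containing genes are lower than their expression; 89 of the 137 ribosomal protein genes have an intron in the reference. Overlapping genes on the same strand share fragments, so a dubious reading frame can take up the transcript of a neighbour. Because the genomes were mapped separately, a read from 1 species that also matched the other could be counted in both. Sequencing lanes and library batches per library were not used here, since the labels do not give them.

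The S. cerevisiae table lists 6692 genes and that of S. pombe lists 5145 genes. Library totals ran from 20901972 to 29090954 S. cerevisiae counts and from 1144357 to 3486097 S. pombe counts. Coordinates are those of the deposited table (R64-1-1), with starts moved to count from 1. Of the S. cerevisiae identifiers, 6008 matched the reference annotation, and for 6000 of these the start and end were the same in both. Gene symbols, introns and neighbours were taken from that annotation. A gene with counts of 3 or fewer in all libraries of a group was treated as at the floor, which corresponds to 0.103 to 0.144 CPM depending on the library, and a fold change against such a group is given as a lower bound. Intervals and floors cover counting error only, since PCR copies were not marked with molecular identifiers. No pair of replicates agreed within sampling noise (chi-square per degree of freedom from 2.89 to 94.0 over genes with at least 20 counts in the pair), so no library was counted as a copy of another.

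Genes were kept with the filterByExpr function of edgeR 4.0.16 (R 4.3.3), which left 6254 S. cerevisiae and 4876 S. pombe genes. Library sizes were set from median-of-ratios size factors of the S. pombe counts, as the authors did for their fits with DESeq2, so that a change of S. cerevisiae mRNA relative to the spike-in stays in the fold changes. All 21 libraries entered 1 quasi-likelihood fit with a coefficient for each of the 7 groups and no covariate. Each gene was tested with glmQLFTest, and p-values were adjusted by the Benjamini-Hochberg method within a comparison. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1. The comparisons were IAA against DMSO in each of the 3 degron strains, DMSO-treated cells of each degron strain against WT, and 3 interaction contrasts that test the difference between the effects of IAA in different strains. The standard error (SE) of a log2 fold change was derived from the fold change and its F statistic. Normalised counts are raw counts divided by the S. pombe size factor.

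The total S. cerevisiae count divided by the total S. pombe count of a library was compared between groups on the log2 scale by two-sided exact permutation, for which 3 libraries against 3 give no p below 0.1. The cytoplasmic ribosomal protein genes were those with a symbol RPL, RPS or RPP and a number; RPP1, a subunit of RNase P, was left out. Sets of ribosomal protein, mitochondrial ribosomal protein, glycolytic and subtelomeric genes (within 20 kb of a chromosome end), and of genes head-to-head with a ribosomal protein gene, were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, on log2 CPM with a prior count of 2, adjusted over the 15 tests of 5 sets and 3 comparisons. The same sets were tested with fry and with camera at an estimated correlation. The genes named below are a fixed list (the depleted factors, the strain markers and loci discussed in the study) and, for each comparison, the called genes with the largest changes among those with a mean of at least 50 counts in the 6 libraries and no overlap between the groups: 3 in each direction for IAA against DMSO and 2 for DMSO against WT. MET15 of that list is MET17 in the annotation. The samples' groups, the tests, the gene sets, the rule for named genes and the first list of alternatives were chosen before the data were examined.

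The alternatives were S. cerevisiae TMM scaling without the spike-in, S. pombe total counts or TMM, no filter or at least 10 counts in every library, DESeq2 1.42.0, only the libraries compared, a replicate block, other thresholds, WT as the reference, summed paralogues, and leaving out each replicate. Chosen after seeing the data were a test of the ratio in libraries with the same number and one of its mean change over the 3 strains, a block within a strain alone, a separate block for each strain in the interactions, the class of the S. pombe profile as a term, and the gene set tests under TMM. Whether the replicate numbers pair the libraries was checked by correlating, over 5621 genes with a mean of at least 50 counts, the deviations of DMSO and IAA libraries with the same number from their group means under TMM. The correlations ran from 0.677 to 0.777 in the STH1-AID RAP1-AID strain, from 0.212 to 0.419 in the STH1-AID strain, and from 0.023 to 0.332 in the RAP1-AID strain. Over all 6254 genes they ran from 0.487 to 0.687, from 0.082 to 0.194 and from 0.095 to 0.132. The numbers were taken to pair the libraries where every correlation was over 0.1, which held in the STH1-AID RAP1-AID strain over both sets of genes, in the STH1-AID strain over the first set only, and in the RAP1-AID strain over neither, so the distinction between the last 2 strains depends on the genes used. The labels call these biological replicates and do not say that a number marks a shared culture.

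The fits were tested on simulated counts whose library sizes followed the S. pombe size factors without error. Dispersions were estimated with total counts as library sizes, so spread due to the spike-in was left out. These simulations thus do not measure error rates under the spread of the real spike-in. Of 200 genes changed by a known amount (median fitted absolute change 1.99 log2 units) 99.5% were called, and 1 of 6054 unchanged genes was. For an interaction with a block in each strain these were 96% of 200 and 6 of 6054. A simulated global fall of 1 log2 unit was returned as a median of -1.00 over 6254 genes under spike-in scaling and as -2.8e-04 under TMM. Divergent noncoding transcripts, nascent RNA-seq and the study's list of Rap1-regulated genes were not used here. Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9) was used for file handling and figures.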

Results

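The study asked how the chromatin remodeller RSC, through its ATPase Sth1, and the general regulatory factor Rap1 control transcription from promoters. The deposited counts are from mRNA-seq of 21 libraries: untreated WT cells, and STH1-AID, RAP1-AID and STH1-AID RAP1-AID cells treated with DMSO or with IAA, with 3 biological replicates in each of the 7 groups. Total S. cerevisiae counts ran from 20901972 in replicate 1 of IAA-treated STH1-AID cells to 29090954 in replicate 1 of DMSO-treated RAP1-AID cells. Total S. pombe counts, which come from the spike-in cells, ran from 1144357 to 3486097. In each library between 5784 and 6249 S. cerevisiae genes had at least 10 counts.

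The ratio of S. cerevisiae to S. pombe counts measures mRNA per unit of cells mixed with the spike-in. It was 14.2 ± 3.45 in WT (SD, n = 3). In STH1-AID cells it was 15.4 ± 5.86 with DMSO and 10.1 ± 1.93 with IAA, in RAP1-AID cells 17.9 ± 2.91 and 12.7 ± 0.246, and in STH1-AID RAP1-AID cells 12.3 ± 5.16 and 8.10 ± 1.05 (SD, n = 3 each). The mean log2 ratio changed with IAA by -0.57 in STH1-AID cells (exact permutation p = 0.2), by -0.48 in RAP1-AID cells (exact permutation p = 0.1, the smallest that 3 libraries against 3 allow) and by -0.53 in STH1-AID RAP1-AID cells (exact permutation p = 0.2), all two-sided. Over the 6 comparisons of the ratio, which include DMSO-treated cells against WT, the lowest adjusted p was 0.4. The IAA library lay below the DMSO library of the same number in all 9 pairs of the 3 strains, with log2 differences from -1.35 to -0.03. Exact sign changes over the 3 pairs of a strain gave p = 0.25 in each, the smallest possible. The mean change over the 3 strains was -0.53, with a two-sided exact permutation p of 0.00125 when labels were permuted within strains regardless of number (8000 arrangements), a test chosen after seeing the data that does not show a change in any 1 strain. Of the 3 strains, only in RAP1-AID cells did every IAA library lie below every DMSO library, and in the other two the groups overlapped. The size of these last changes depended on 1 library each: without replicate 3 of DMSO-treated STH1-AID cells the change was -0.27, and without replicate 1 of DMSO-treated STH1-AID RAP1-AID cells it was -0.21. The difference between strains in this change was not detectable (0.08 for RAP1-AID minus STH1-AID, exact permutation p = 0.885, and -0.05 for STH1-AID RAP1-AID minus RAP1-AID, exact permutation p = 0.94). Untagged cells were not treated with IAA, so a change common to the strains cannot be assigned to loss of either protein.

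**Figure D1:**
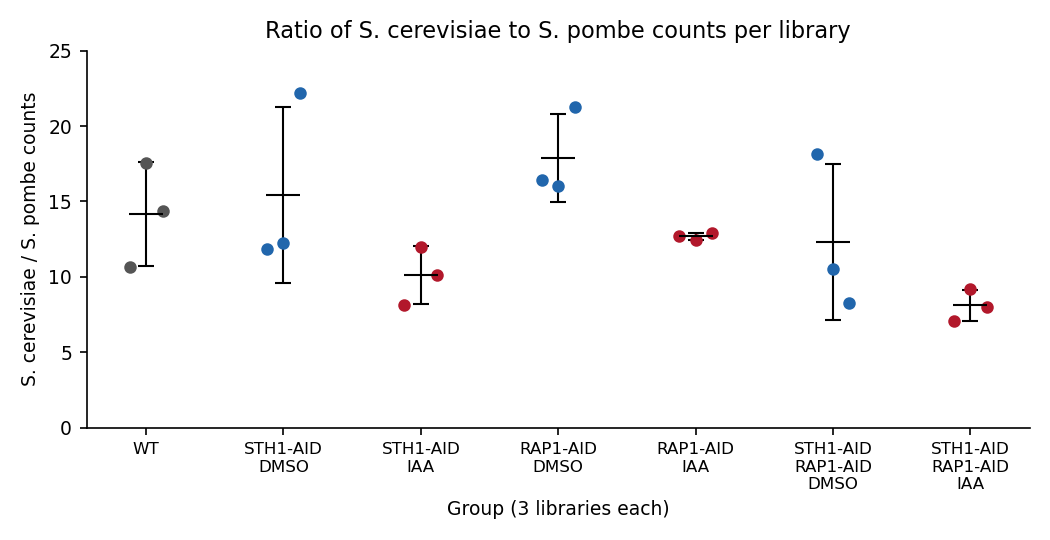
Ratio of total S. cerevisiae to total S. pombe counts in each library (points), with the mean (line) and SD (bars) of the 3 libraries of each group. DMSO-treated groups spread widely, from 8.28 to 18.1 in STH1-AID RAP1-AID cells, whereas IAA-treated RAP1-AID libraries lie between 12.4 and 12.9.

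Because AID acts on the protein, the mRNAs of the tagged genes do not report depletion. STH1 (YIL126W, chromosome IX, 117992 to 122071) had 12766 ± 5249 normalised counts in STH1-AID cells with DMSO and 13651 ± 2864 with IAA (SD, n = 3 each), and was not called (log2 fold change 0.10, SE 0.32, edgeR adjusted p = 0.809). Without replicate 1 of the DMSO-treated cells the change was -0.07. Under TMM, a scaling that uses no spike-in, it was 1.01 and was called (edgeR adjusted p = 1.39e-10). RAP1 (YNL216W, chromosome XIV, 241689 to 244172) had 5632 ± 712 normalised counts in RAP1-AID cells with DMSO and 6103 ± 258 with IAA (SD, n = 3 each), and was not called either (log2 fold change 0.12, SE 0.31, edgeR adjusted p = 0.847). Of the marker genes that the labels list as deleted or mutated in all strains, URA3 had 0 counts in all 21 libraries, which allows up to 0.103 to 0.144 CPM (0 counts, upper limit 3 counts), and LEU2 had at most 3, although the labels of the 3 degron strains also list an osTIR1 construct marked with LEU at that locus. Which LEU2 sequence that marker carries was not given. MET17 (YLR303W, listed as met15 in the labels, chromosome XII, 732542 to 733876) had between 1 and 16 raw counts in the 6 STH1-AID libraries and between 2373 and 7502 in the other libraries. All strains are labelled with the same met15 allele, which the paper's genotypes list as a deletion. The counts of STH1-AID cells match that genotype, and those of WT, RAP1-AID and STH1-AID RAP1-AID cells contradict it. HIS3 was expressed in all groups, with 813 to 887 raw counts in WT.

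The first comparison asked what loss of Sth1 does to mRNA levels. No cells without a degron tag were treated with IAA. In each comparison of IAA with DMSO, an effect of IAA itself is thus not separated from loss of the protein. With IAA against DMSO in STH1-AID cells, 293 genes were called higher and 2671 lower among the 6254 tested. The median log2 fold change of all genes was -0.84, and its size set the balance of the calls: under TMM, which centres each library on its own genes and moved the fold changes by 0.89, 964 genes were called higher and 964 lower. All 293 genes called higher and 964 of those called lower under spike-in scaling were called in the same direction under TMM, and no gene was called in opposite directions. The median SE of a log2 fold change was 0.32 under spike-in scaling and 0.10 under TMM, which removes any factor common to all genes of a library. Whether such a factor came from the amount of spike-in or from the amount of mRNA was not resolved. The largest increases by the rule were those of YLR296W, HSP12 and DDR2. YLR296W (chromosome XII, 722978 to 723304) rose from 1 to 3 raw counts to 87 to 123, at least 23.5-fold. HSP12 (YFL014W, chromosome VI, 107256 to 107585) rose from 520 ± 42.6 to 16502 ± 7833 normalised counts (SD, n = 3 each), with a log2 fold change of 4.99 (SE 0.37, edgeR adjusted p = 3.16e-38), and DDR2 (YOL052C-A, chromosome XV, 231570 to 231755) rose by 4.08 (SE 0.36, edgeR adjusted p = 4.49e-27). The largest decreases were those of YKL033W-A (chromosome XI, 374505 to 375215; log2 fold change -4.29, edgeR adjusted p = 8.95e-30), DUT1 (YBR252W, chromosome II, 722611 to 723054; -4.14, edgeR adjusted p = 4.94e-29) and ILM1 (YJR118C, chromosome X, 643490 to 644101; -4.04, edgeR adjusted p = 3.52e-28). Each of these 6 genes was also called in the same direction under TMM.

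The second comparison asked the same of Rap1. With IAA against DMSO in RAP1-AID cells, 25 genes were called higher and 256 lower, and the median of all genes was -0.26. TMM moved the fold changes by 0.33 and called 62 genes higher and 192 lower; 25 and 192 of these were called under both scalings. The largest increase was that of YLR184W (chromosome XII, 522106 to 522453), a reading frame that is not in the reference annotation and lies on the same strand as RPL37A (YLR185W, chromosome XII, 522663 to 523288), just upstream of it. It rose from 1 or 2 raw counts to between 191 and 228, at least 50.1-fold. SGA1 (YIL099W, chromosome IX, 178004 to 179653) rose by 2.34 (log2, SE 0.36, edgeR adjusted p = 5.54e-09), from 81.3 ± 9.74 to 411 ± 21.9 normalised counts (SD, n = 3 each). YOR292C (chromosome XV, 865653 to 866582), which lies head-to-head with RPS10A, rose by 2.31 (log2, SE 0.32, edgeR adjusted p = 4.05e-11), from 530 ± 100 to 2622 ± 21.9 normalised counts (SD, n = 3 each). The largest decreases were those of YPL162C (chromosome XVI, 243206 to 244027; log2 fold change -3.84, edgeR adjusted p = 1.56e-25), SCP1 (YOR367W, chromosome XV, 1026007 to 1026609; -3.79, edgeR adjusted p = 8.92e-25) and RPS25B (YLR333C, chromosome XII, 795573 to 795899; -3.74, edgeR adjusted p = 3.11e-23).

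The third comparison asked whether removing both proteins differs from removing either. With IAA against DMSO in STH1-AID RAP1-AID cells, 218 genes were called higher and 2039 lower, with a median of -0.67 over all genes; under TMM, which moved the fold changes by 0.68, the numbers were 541 and 411. The DMSO and IAA libraries of this strain are paired by number, and a fit to these 6 libraries alone with the replicate as a block called 112 genes higher and 507 lower. Without replicate 1 of the DMSO-treated cells, which had the highest ratio to S. pombe of its group, 1066 genes were called lower. YLR184W again rose most, from 2 to 5 raw counts to 241 to 276 (log2 fold change 5.90, SE 0.53, edgeR adjusted p = 3.29e-25), and the difference from its change in RAP1-AID cells was not detectable (edgeR adjusted p = 0.63). DTR1 (YBR180W, chromosome II, 589741 to 591459) rose by 3.99 (log2, SE 0.44, edgeR adjusted p = 9.08e-17) and ECM8 (YBR076W, chromosome II, 390227 to 391291) by 3.88 (log2, SE 0.39, edgeR adjusted p = 2.25e-19). The largest decreases were those of the ribosomal protein genes RPS25B (log2 fold change -3.19, edgeR adjusted p = 3.07e-17), RPS27A (YKL156W, chromosome XI, 158613 to 159212; -3.15, edgeR adjusted p = 9.14e-17) and RPS26B (YER131W, chromosome V, 423952 to 424311; -3.11, edgeR adjusted p = 3.24e-16).

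**Figure D2:**
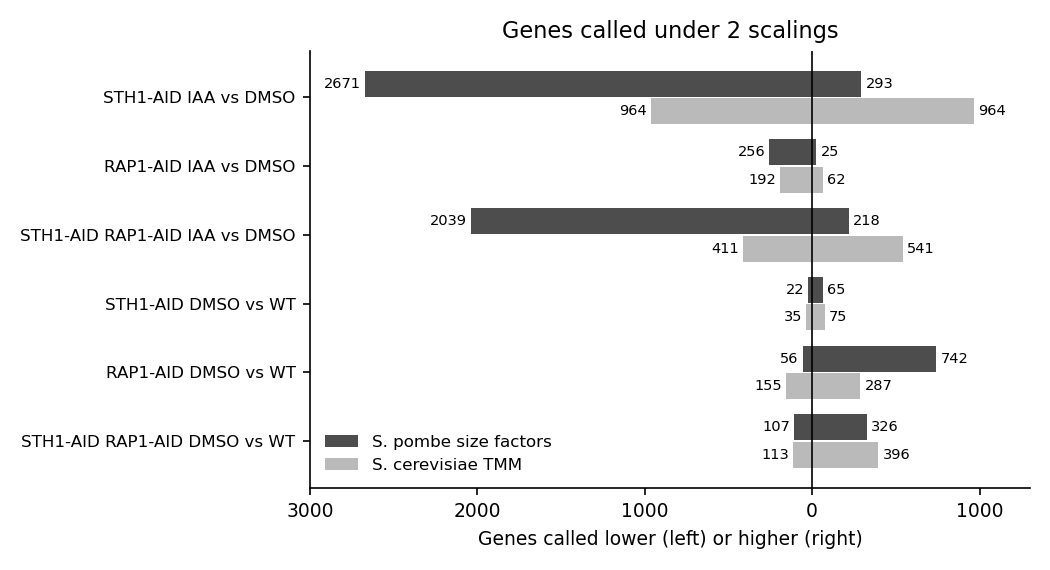
Number of genes called lower (left) or higher (right) at an edgeR adjusted p under 0.05 and an absolute log2 fold change over 1, under S. pombe size factors (dark bars) and S. cerevisiae TMM (light bars), for 6 comparisons. In STH1-AID cells the split of higher and lower calls went from 293 and 2671 to 964 and 964.

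Across genes, the change in STH1-AID RAP1-AID cells followed that in STH1-AID cells more closely than that in RAP1-AID cells. Pearson's r over the 6254 genes, which are not independent replicates, was 0.80 between the double and the STH1-AID strain (Spearman's rho 0.83), 0.41 between the double and the RAP1-AID strain (rho 0.24), and 0.10 between the 2 single strains (rho 0.09). These comparisons share no libraries. In the fit without a block, both STH1-AID and STH1-AID RAP1-AID cells called 149 genes higher and 1781 lower, and 2 genes were called in opposite directions. With the replicate block within the strain, STH1-AID RAP1-AID cells had only 112 genes called higher and 507 lower. At most that many could then be shared. RAP1-AID and STH1-AID RAP1-AID cells shared 14 genes called higher and 207 called lower, with 1 opposite, and the 2 single strains shared 9 and 87, with 7 opposite. Under TMM the correlations were 0.79, 0.40 and 0.09. STH1-AID and STH1-AID RAP1-AID cells then shared 439 genes called higher and 253 lower, with 6 opposite, RAP1-AID and STH1-AID RAP1-AID cells 41 and 113, with 1 opposite, and the 2 single strains 31 and 2, with 24 opposite.

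The interaction contrasts tested the differences between these effects. The effect of IAA in RAP1-AID cells minus that in STH1-AID cells was called positive for 2022 genes and negative for 392, with a median of 0.54 over all genes; under TMM, which removes that shift, the numbers were 1084 and 938. Without replicate 3 of DMSO-treated STH1-AID cells the negative calls rose to 595. The effect in STH1-AID RAP1-AID cells minus that in RAP1-AID cells was called positive for 94 genes and negative for 612 (median -0.36; 369 and 400 under TMM). With a replicate block within each strain, fitted to the libraries of these strains alone, the numbers were 76 and 194 (407 and 411 under TMM). Leaving out single libraries gave from 51 positive calls (without replicate 1 of DMSO-treated RAP1-AID cells) to 117, and from 131 negative calls (without replicate 1 of IAA-treated STH1-AID RAP1-AID cells) to 1514 (without replicate 3 of DMSO-treated STH1-AID RAP1-AID cells). The effect in STH1-AID RAP1-AID cells minus the sum of the 2 single effects was called positive for 39 genes and negative for 11 (median 0.54; 193 and 280 under TMM). This count rested on single libraries: it ran from 11 positive calls (without replicate 3 of DMSO-treated RAP1-AID cells) to 1376 and from 5 negative calls (without replicate 2 of IAA-treated STH1-AID cells) to 47, and both of the highest came without replicate 1 of DMSO-treated STH1-AID RAP1-AID cells.

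Ribosomal protein genes are known targets of Rap1. The median log2 fold change of the 137 cytoplasmic ribosomal protein genes was -1.004 in STH1-AID cells, -1.91 in RAP1-AID cells and -1.79 in STH1-AID RAP1-AID cells, with 70, 128 and 126 genes called lower and none higher. The counts adjusted over the list alone were also 70, 128 and 126 lower and 0 higher, with 0 higher at an unadjusted p under 0.05 in each strain. Relative to the median of all genes the change was -0.16 in STH1-AID, -1.65 in RAP1-AID and -1.12 in STH1-AID RAP1-AID cells. TMM gave -0.10, -1.58 and -1.08, and called 1, 111 and 80 of the genes lower and 1 higher, the last in STH1-AID cells. The difference between each library's median ribosomal protein gene and its median over all genes does not depend on the scaling of the library. It was 4.11 ± 0.09 in WT (log2 units, SD, n = 3), 4.10 ± 0.07 and 4.26 ± 0.04 in STH1-AID cells with DMSO and IAA, 3.89 ± 0.04 and 2.06 ± 0.10 in RAP1-AID cells, and 3.74 ± 0.10 and 2.83 ± 0.11 in STH1-AID RAP1-AID cells (SD, n = 3 each). By this measure, IAA lowered the ribosomal protein genes by a mean of -1.83 in RAP1-AID and -0.91 in STH1-AID RAP1-AID cells and moved them by 0.16 in STH1-AID cells, each with no overlap between groups (two-sided exact permutation p = 0.1, the smallest possible; adjusted over 6 comparisons 0.12). The direction in STH1-AID cells thus depended on the measure: the median of the genes' fold changes fell relative to all genes, and the gap between the 2 medians rose. The difference between the effects in RAP1-AID and STH1-AID cells was -1.99 (two-sided exact permutation within strains, p = 0.005, the smallest of 400 arrangements), and that between STH1-AID RAP1-AID and RAP1-AID cells was 0.92 (two-sided exact permutation p = 0.335). Permutation within strains tests whether IAA had no effect in either strain, so neither p tests the difference between strains by itself. The second permutation also includes arrangements in which a difference of falls becomes a sum. With the strains permuted over same-numbered pairs of libraries, whose changes did not overlap between the strains, each difference had a two-sided exact p of 0.1, the smallest possible. In the fitted interactions the median of the 137 genes was -0.93 for RAP1-AID minus STH1-AID, with 59 called negative (103 under TMM), and 0.17 for STH1-AID RAP1-AID minus RAP1-AID, with none called (10 positive under TMM; 2 positive and 1 negative at an unadjusted p under 0.05). Relative to all genes these medians were -1.47 and 0.52. For the effect in STH1-AID RAP1-AID cells minus the sum of the 2 single effects, the median was 1.19, or 0.65 relative to all genes. Of the 137 genes 1 was called positive (18 under TMM) and 0 negative. Adjusted over the list alone 48 were positive, and 80 at an unadjusted p under 0.05. The calls of this contrast over all genes rested on single libraries, as given above.

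**Figure D3:**
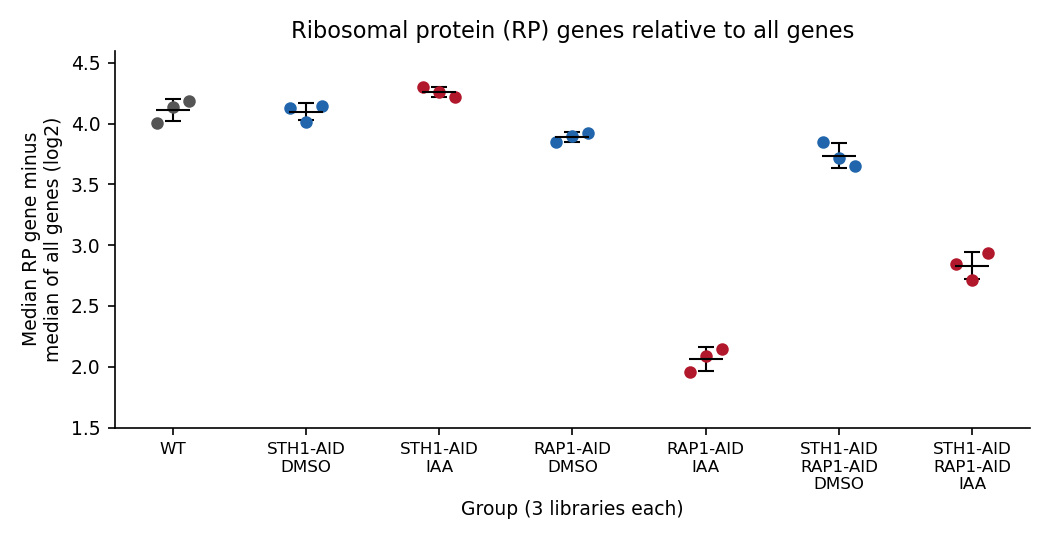
Median log2 normalised count of the 137 ribosomal protein genes minus the median over all genes in each library (points), with the mean (line) and SD (bars) of 3 libraries per group; the axis starts at 1.5. Values in IAA-treated RAP1-AID libraries lie between 1.96 and 2.14, below those of IAA-treated STH1-AID RAP1-AID libraries, which lie between 2.71 and 2.94.

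Among the ribosomal protein genes that the study discusses, RPL43B (YJR094W-A, chromosome X, 608305 to 608858), RPL40B (YKR094C, chromosome XI, 617996 to 618750) and RPS10A (YOR293W, chromosome XV, 867098 to 867852) were called lower in RAP1-AID cells, with log2 fold changes of -1.81, -2.84 and -1.93 (edgeR adjusted p = 1.71e-06, 3.36e-14 and 3.22e-07). In STH1-AID RAP1-AID cells the changes were -1.38, -2.64 and -1.47 (edgeR adjusted p = 0.000111, 2.25e-12 and 4.4e-05), of which RPL43B and RPS10A were not called under TMM (-0.67 and -0.77) or with the replicate block within the strain. In STH1-AID cells RPL40B was called (-1.29, edgeR adjusted p = 0.000198), which held neither under TMM (-0.40) nor without replicate 3 of the DMSO-treated cells (-0.99). RPL43B, at -0.94, was not called with all libraries but was without replicate 1 or 2 of the DMSO-treated or replicate 2 of the IAA-treated cells (-1.10, -1.09 and -1.07). The change of RPL40B in RAP1-AID cells was lower than that in STH1-AID cells by the interaction test (-1.54, edgeR adjusted p = 0.00309). MLP1 (YKR095W, chromosome XI, 619805 to 625432), which lies head-to-head with RPL40B, was lower in STH1-AID cells (-1.59, edgeR adjusted p = 3.96e-06; -0.70 and not called under TMM) and not called in RAP1-AID cells (-0.56, edgeR adjusted p = 0.777). The difference between these effects did not pass the interaction test (1.03, edgeR adjusted p = 0.0555). Of the other loci, PPT1 (YGR123C, chromosome VII, 736662 to 738203) was called lower in STH1-AID cells (-1.72, edgeR adjusted p = 3.52e-07; -0.80 and not called under TMM), and so was YBR238C (chromosome II, 695107 to 697302; -1.16, edgeR adjusted p = 0.000519; -0.24 under TMM), the latter not called without replicate 3 of the DMSO-treated cells (-0.73) or replicate 1 of the IAA-treated cells (-0.97). For PPT1 the effect in RAP1-AID minus that in STH1-AID cells was called under spike-in scaling (1.24, edgeR adjusted p = 0.0156). Under TMM the 2 effects were -0.15 and -0.80, which differ by less than the fold change limit for a call. In STH1-AID RAP1-AID cells MLP1, PPT1 and YBR238C were called lower (-1.03, -1.08 and -1.08) and lost the call under TMM, with the replicate block within the strain, and without replicate 1 of the DMSO-treated cells (-0.66, -0.64 and -0.64). SCO1 (YBR037C, chromosome II, 310565 to 311452) and BAP2 (YBR068C, chromosome II, 373861 to 375690) were not called in STH1-AID cells under spike-in scaling (0.58 and 0.14) and were called higher under TMM (1.45 and 1.05). CSG2 and PDE2 were called in none of the 3 strains under either scaling.

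Set tests compared each set with all other genes, and their outcome still depended on the scaling for some sets. With camera under spike-in scaling, the ribosomal protein genes were lower in RAP1-AID cells (limma camera adjusted p = 5.94e-222, 137 of 137 genes with a negative fold change) and in STH1-AID RAP1-AID cells (adjusted p = 9.52e-29, 133 of 137 genes), and not in STH1-AID cells (adjusted p = 0.283). The 16 glycolytic genes were lower in RAP1-AID cells (camera adjusted p = 1.57e-09, 15 of 16 genes, median -0.87). The 43 mitochondrial ribosomal protein genes were lower in STH1-AID cells (camera adjusted p = 0.0174, 41 of 43 genes, median -1.32). The 215 subtelomeric genes were higher than other genes in STH1-AID cells (camera adjusted p = 0.011) and STH1-AID RAP1-AID cells (camera adjusted p = 0.0414), with medians of -0.42 and -0.44, that is 0.42 and 0.23 above the median of all genes, and under TMM the medians were positive (0.43 and 0.14). The 65 genes head-to-head with a ribosomal protein gene were higher than other genes in RAP1-AID cells (camera adjusted p = 0.0302), by 0.04 at the median, where the median was -0.21 under spike-in scaling and 0.12 under TMM. The fry test, which tests the direction of a set by itself, gave adjusted p-values of 0.000248 and 0.000415 for the ribosomal protein genes, 0.00687 for the glycolytic genes and 0.00103 for the mitochondrial ribosomal protein genes, all downward. The 2 subtelomeric results and the head-to-head result held neither under fry (adjusted p = 0.244, 0.276 and 0.715) nor with camera under TMM (adjusted p = 0.174, 0.203 and 0.79), while the other calls by camera held under TMM. Under an estimated correlation, which was 0.519 to 0.969 within these sets, the ribosomal protein genes in RAP1-AID cells alone held (camera adjusted p = 0.00822). That correlation was estimated on spike-in scaled values, in which a single factor per library made up 78.6% of the variance within groups. It thus does not measure shared regulation within a set alone, and no estimate under TMM is given.

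DMSO-treated cells of each degron strain were compared with WT to find what the strains differed in before IAA. WT was untreated, so the tag, osTIR1, DMSO and any other difference between strains enter together. STH1-AID cells had 65 genes called higher and 22 lower, RAP1-AID cells 742 and 56, and STH1-AID RAP1-AID cells 326 and 107. The medians of all genes were 0.11, 0.52 and 0.01. TMM moved the fold changes by -0.11, -0.53 and -0.02 and called 75 and 35, 287 and 155, and 396 and 113. These counts moved with single libraries: without replicate 3 of DMSO-treated STH1-AID cells 17 genes were called higher in that strain, without WT replicate 2 RAP1-AID cells had 1172 called higher, and in STH1-AID RAP1-AID cells the calls ran from 170 to 518 higher (without its replicates 2 and 3) and from 68 to 251 lower (without its replicates 2 and 1). The S. pombe profile of the libraries, given at the end of the report, is confounded with the comparison of STH1-AID RAP1-AID cells with WT.

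By the rule, the largest increases were those of YBR012C (chromosome II, 259147 to 259566; log2 fold change 2.03, edgeR adjusted p = 2.1e-06) and ANB1 (YJR047C, chromosome X, 524908 to 525381; 1.97, edgeR adjusted p = 2.03e-05) in STH1-AID cells, the latter not called without replicate 3 of that group (1.15) or with DESeq2 (DESeq2 adjusted p = 0.0561). In RAP1-AID cells they were those of YFR057W (chromosome VI, 269061 to 269516), which had 0 counts in WT and 231 to 316 raw counts, at least 87.7-fold higher, and IMD2 (YHR216W, chromosome VIII, 554396 to 555967; log2 fold change 5.78, edgeR adjusted p = 7.2e-47). In STH1-AID RAP1-AID cells they were those of YFR057W, at least 54.1-fold higher, and DAN1 (YJR150C, chromosome X, 708811 to 709707; log2 fold change 6.02, edgeR adjusted p = 5.11e-31). The largest decreases were of MET17 in STH1-AID cells, at least 2330-fold, and of YCL021W-A (chromosome III, 83620 to 83997), which had 818 to 1321 raw counts in WT and was at least 310-fold, 320-fold and 450-fold lower in STH1-AID, RAP1-AID and STH1-AID RAP1-AID cells. YEL010W (chromosome V, 136279 to 136629) had 139 to 224 raw counts in WT and 0 in all 3 DMSO-treated STH1-AID libraries, and was lower in RAP1-AID and STH1-AID RAP1-AID cells (log2 fold change -6.28 and -6.88, edgeR adjusted p = 5.58e-24 and 1.18e-28), of which the second was not called with the class of the S. pombe profile as a term (edgeR adjusted p = 0.102).

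Of the 215 subtelomeric genes, 121 were called higher than in WT in DMSO-treated RAP1-AID cells and 107 in STH1-AID RAP1-AID cells, against 6 in STH1-AID cells; 5, 5 and 3 were called lower. Adjusted over the list alone the numbers called higher were 125, 118 and 8. The medians were 1.46, 1.24 and 0.29, which is 0.94, 1.24 and 0.17 above the median of all genes. Under TMM they were 0.90, 1.23 and 0.17, and 0.74, 1.01 and 0.04 with genes at the floor of a group set to their bound. The medians under TMM lay above all 10000 random gene lists matched on mean count in both RAP1-AID strains (95% of the lists from 0.09 to 0.27 for RAP1-AID cells). That in STH1-AID cells lay above 99.93% of them (95% of the lists from 0.02 to 0.13). In RAP1-AID cells the median was 2.30 for the 39 genes within 5 kb of an end, 1.54 for the 58 genes at 5 to 10 kb, 0.89 at 10 to 15 kb, 0.13 at 15 to 20 kb, 0.19 at 20 to 30 kb and -0.02 for the 330 genes at 30 to 50 kb. With floor genes at their bound the first 3 of these were 2.02, 0.84 and 0.63. Against DMSO-treated STH1-AID cells in place of WT, the median of the subtelomeric genes was 0.65 in RAP1-AID and 0.96 in STH1-AID RAP1-AID cells under TMM. Many of these genes have near-identical copies, so single members are uncertain.

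**Figure D4:**
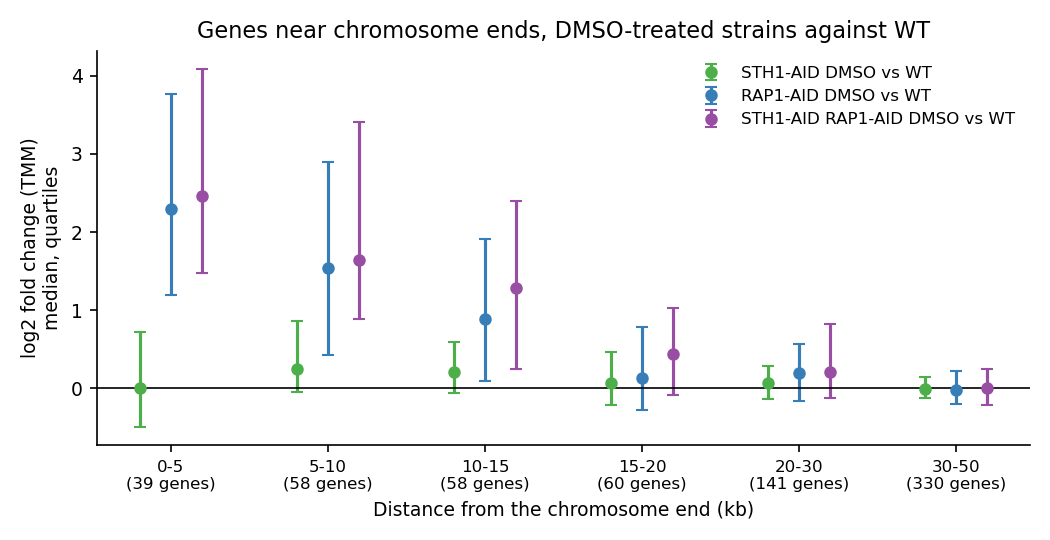
Median log2 fold change (points) with quartiles (bars) under TMM, for genes in 6 bins of distance from the nearest chromosome end, in DMSO-treated cells of each degron strain against WT. Within 5 kb of an end the medians were 0.00 in STH1-AID, 2.30 in RAP1-AID and 2.46 in STH1-AID RAP1-AID cells.

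The S. pombe genes serve as a negative control, since these cells were not treated. With IAA against DMSO, 0 of 4876 S. pombe genes were called in each of the 3 strains; at an unadjusted p under 0.05 there were 190, 237 and 151. In DMSO-treated cells against WT, 0 were called in STH1-AID and RAP1-AID cells (422 and 271 at an unadjusted p under 0.05) and 1 in STH1-AID RAP1-AID cells (494). The S. pombe counts also split the libraries. The first principal component of 2105 S. pombe genes with a mean over 200 counts held 26% of the variance and put 9 libraries between 2.24 and 3.44 and 12 between -3.00 and -1.62. The 9 were all 3 DMSO-treated STH1-AID RAP1-AID libraries, replicates 2 and 3 with IAA of that strain, replicates 1 and 3 of DMSO-treated and replicate 1 of IAA-treated STH1-AID cells, and replicate 1 of IAA-treated RAP1-AID cells. All WT and all DMSO-treated RAP1-AID libraries were among the 12. With this class as a term in the fit, the calls with IAA were 295 higher and 2577 lower in STH1-AID, 22 and 261 in RAP1-AID and 212 and 1959 in STH1-AID RAP1-AID cells. Against WT they were 22 and 17, 730 and 55, and 139 and 69. STH1-AID RAP1-AID cells with DMSO and WT hold 1 class each, so in this comparison the class and the group are told apart only through the other groups.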

Values the study reported

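The study measured nascent RNA, bound to RNA polymerase II, beside the mRNA analysed here. In nascent RNA after depletion of Sth1, it reported 298 protein-coding genes up-regulated and 567 down-regulated, and 1,330 noncoding transcripts up-regulated against 492 down-regulated. The paper treats its nascent RNA-seq as a relative measure, because it was normalised internally. These counts are thus unlike the spike-in scaled counts of mRNA given above. For Rap1 it followed a set of 141 Rap1-regulated genes. By mRNA-seq, the paper reported lower expression of these genes after depletion of Rap1 and also of Sth1.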

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

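The tests of spike-in scaling and of the S. pombe classes, that of library scaling for the second difference in ribosomal protein genes, and the scheme that mixes labels within strains, were chosen only after the results were seen. Each result here was picked out because a test set for the difference between strains passed its threshold. For the first difference in ribosomal protein genes this was the permutation within strains, while that over pairs gave a two-sided exact p of 0.1. The second difference in ribosomal protein genes, whose permutation tests did not pass, is given beside the first.

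The gap between ribosomal protein genes and all genes changed with IAA by -1.989 log2 units more in RAP1-AID than in STH1-AID cells. The measure is taken within a library, so a factor common to all its genes cancels. The exact permutation p within strains was 0.005, the smallest of 400 arrangements, but that scheme tests whether IAA had no effect in either strain. With the strains permuted over same-numbered pairs, the exact two-sided p was 0.1, the smallest possible. The changes of the pairs ran from -1.889 to -1.783 in RAP1-AID and from 0.072 to 0.243 in STH1-AID cells, without overlap. Reads shared between paralogues are argued against as the whole cause, since the median of the fitted difference, relative to all genes, was -1.47 log2 units and with paralogue pairs summed -1.519. Of the same measure, the effect in STH1-AID RAP1-AID cells minus that in RAP1-AID cells was 0.923 log2 units, with a standard error of 0.106 from the spread within the 4 groups, while the fitted difference of these genes had a median of 0.52 relative to all genes, or 0.55 with paralogues summed. Without subtracting all genes that median was 0.17 under spike-in scaling, where 0 of the 137 genes were called higher (2 at an unadjusted p under 0.05; 10 called under TMM), so the size of this difference depends on the measure. Scaling of the libraries is argued against here too, since it cancels in the measure and the changes between libraries of the same number, from -1.001 to -0.713 in STH1-AID RAP1-AID and from -1.889 to -1.783 in RAP1-AID cells, did not overlap. The exact permutation p of 0.335 decides nothing, because some arrangements exchange all labels of a strain and turn a difference of falls into a sum. Permuting the strains over the 6 pairs gave an exact two-sided p of 0.1 for this difference too, the smallest possible. A dependence of these genes on Rap1 that Sth1 does not share may account for the first difference, which remains a hypothesis because it was found and tested on the same libraries.

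The effect of IAA in RAP1-AID cells minus that in STH1-AID cells was called for 2414 genes. Spike-in scaling is argued against as the whole cause. Of the 2022 positive and 392 negative calls, 1083 and 389 were also made under TMM, which called 2022 genes in all. The other positive calls depended on the scaling. With the class of S. pombe profile as a term there were 1988, after removal of each library's trend with GC content and gene length 2397, and with all libraries thinned to the smallest total 2385. For other arrangements of the labels the fit used only the libraries of the strains concerned, in which the real labels gave 2546 genes. Among 100 arrangements with IAA and DMSO labels mixed within each strain, the real one included, 1 gave as many, namely the real one. Mixing takes the effect of IAA out of each strain, so low counts would follow whether or not the strains differ. In a scheme that also lets a strain keep or exchange all of its labels, 7 of 100 gave as many. All were arrangements of that kind, and the highest gave 3708 genes. Neither scheme thus tests the difference between strains by itself. Different roles of the 2 proteins may account for the difference and stay open as a hypothesis.

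The effect in STH1-AID RAP1-AID cells minus that in RAP1-AID cells was called for 706 genes. TMM called 769, among them all of the 94 positive and 385 of the 612 negative calls. Removal of the GC and length trend left 651, and thinning left 678. These values argue against each as the whole cause. With the class as a term 275 were called. The DMSO-treated libraries of the double strain are all of 1 class of S. pombe profile and those of RAP1-AID cells all of the other. Class and strain are thus told apart only through the 4 groups that hold both classes, which include the IAA-treated libraries of both strains. The 275 genes that remained argue against the class as the whole cause. The fall from 706 leaves its share open, although 0 S. cerevisiae genes differed between the classes at an edgeR adjusted p under 0.05 under TMM. With a replicate block within each strain, fitted to these strains' libraries alone, 76 positive and 194 negative genes were called, and 407 and 411 under TMM. Without a block TMM called 369 and 400, so the block changed little there. Under spike-in scaling the count thus also depends on whether a block is fitted, which does not by itself show an effect of pairing. Without a block the real labels gave 947 genes in the fit to these strains' libraries alone. As many came from 1 of 100 mixed arrangements, the real one, and from 6 of 100 in the wider scheme, with up to 2570 genes. As above, neither scheme tests the difference between strains by itself.

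The effect in STH1-AID RAP1-AID cells minus the sum of the single effects was called for 50 genes. TMM called 473, the class term left 35, removal of the GC and length trend 48 and thinning 50. In the fit to the libraries of the 3 degron strains the real labels gave 52 genes. As many came from 1 of 100 mixed arrangements, the real one, and from 8 of 100 in the wider scheme, with up to 3503 genes. Here too neither scheme tests the difference between strains by itself. Without replicate 1 of DMSO-treated STH1-AID RAP1-AID cells the positive calls rose from 39 to 1376, so the number of these genes stays open.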

How the results depend on the processing

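Of 1201 values under alternatives that kept all replicates, 1069 kept their direction and their side of the threshold, or for counts stayed within 1.5 times. Where no reason is given below, the cause was not tested. Depth limits genes near the floor; thinning to the smallest library was run only for the 3 interaction counts.

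TMM removes the shift common to all genes, and gave 964 genes called higher and 964 lower in STH1-AID cells with IAA, 62 higher in RAP1-AID cells, and 541 higher and 411 lower in STH1-AID RAP1-AID cells. Against WT it gave 35 lower in STH1-AID and 287 higher and 155 lower in RAP1-AID cells. The interactions gave 1084 positive and 938 negative calls for RAP1-AID minus STH1-AID, 369 and 400 for STH1-AID RAP1-AID minus RAP1-AID, and 193 and 280 for the double effect minus the sum. The medians of ribosomal protein genes moved to -0.103, -1.576 and -1.078. With WT as the reference in place of DMSO, 478, 537 and 505 genes were called higher in the 3 strains and the ribosomal protein median in RAP1-AID cells was -1.705.

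With at least 10 counts in every library, fewer genes were tested, and 155 and 86 genes were called higher in STH1-AID and STH1-AID RAP1-AID cells, 180 in STH1-AID RAP1-AID cells against WT, and 60 positive for STH1-AID RAP1-AID minus RAP1-AID. With only the libraries compared, 38 were called higher in RAP1-AID cells with IAA, 20 higher and 13 lower in STH1-AID cells against WT, and 180 and 51 in STH1-AID RAP1-AID cells against WT. At a threshold of 0.01 the calls were 39 higher in STH1-AID cells against WT, 226 negative for RAP1-AID minus STH1-AID, 40 and 148 for STH1-AID RAP1-AID minus RAP1-AID, and 12 and 6 for the double effect minus the sum, and without a fold change limit 1206 were higher in RAP1-AID cells against WT. The class of S. pombe profile as a term left 22 higher in STH1-AID cells against WT, 139 and 69 in STH1-AID RAP1-AID cells against WT, and 211 negative for STH1-AID RAP1-AID minus RAP1-AID.

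With the replicate number as a block over all libraries, calls that moved by over 1.5 times were the positive calls of the double effect minus the sum, at 17. A block within the strain gave 38 higher in RAP1-AID cells, where the numbers did not clearly pair the libraries, and 112 higher and 507 lower in STH1-AID RAP1-AID cells. Under TMM this block gave 972 higher and 964 lower in STH1-AID, 77 higher in RAP1-AID, and 549 and 411 in STH1-AID RAP1-AID cells. For the interactions, a block within each strain gave 194 negative calls for STH1-AID RAP1-AID minus RAP1-AID and left the other counts within 1.5 times. Under TMM it gave 1087 positive and 980 negative calls for RAP1-AID minus STH1-AID, 407 and 411 for STH1-AID RAP1-AID minus RAP1-AID, and 207 and 365 for the double effect minus the sum. It also took the call from RPL43B, RPS10A, MLP1, YBR238C and PPT1 in STH1-AID RAP1-AID cells (edgeR adjusted p = 0.0943, 0.0742, 0.214, 0.241 and 0.211). BAP2 in RAP1-AID cells, at -0.003, was 0.005 with the block and 0.012 within the strain.

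Other single genes changed sign. Under TMM RAP1 was 0.435 in STH1-AID and 0.301 in STH1-AID RAP1-AID cells, RPS10A 0.05 in STH1-AID cells, PDE2 0.373, 0.083 and 0.362 and CSG2 0.073, 0.2 and 0.099 in the 3 strains, and BAP2 0.33 and SCO1 0.108 in RAP1-AID cells. With WT as the reference PDE2 was 0.061, 0.674 and 0.128, BAP2 -0.027 and -0.143 in STH1-AID and STH1-AID RAP1-AID cells, and in RAP1-AID cells STH1 was 0.048, YBR238C 0.11, CSG2 0.362, SCO1 0.103 and PPT1 0.227. Of 820 values of single genes 775 were unchanged in verdict, 16 were weaker, 6 stronger and 23 reversed.

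Gene sets moved with the test. In STH1-AID cells the adjusted p of ribosomal protein genes was 0.0156 with fry, and that of mitochondrial ribosomal protein genes 0.983 with limma camera at an estimated correlation. Glycolytic genes gave 0.524 with fry in the other direction, 0.0484 at a prior count of 0.5, and under TMM 0.0452 with camera and 0.000424 with fry. Subtelomeric genes gave 0.983 at an estimated correlation, 0.244 with fry in the other direction, and under TMM 0.174 and 0.279. Head-to-head genes gave 0.0768 with fry in the other direction and 0.000363 with fry under TMM. In RAP1-AID cells fry turned the direction of mitochondrial ribosomal protein (0.456), subtelomeric (0.524) and head-to-head genes (0.715), TMM with camera that of subtelomeric genes (0.832), and the estimated correlation gave 0.674 for glycolytic and 0.983 for head-to-head genes, which were at 0.79 under TMM. In STH1-AID RAP1-AID cells ribosomal protein genes gave 0.752 at an estimated correlation, and mitochondrial ribosomal protein genes 0.0156 with fry, 0.0484 at a prior count of 0.5 and 0.00444 with fry under TMM. Glycolytic genes turned with fry (0.104, and 0.992 under TMM), subtelomeric genes gave 0.983 at an estimated correlation, 0.276 with fry in the other direction, and 0.203 and 0.391 under TMM, and head-to-head genes 0.275 with fry in the other direction and 0.0171 with fry under TMM. Fry tests a set by itself, so under spike-in scaling the shift of all genes enters its direction.

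Across the fits that each left out 1 replicate, the calls with IAA ran from 236 to 388 higher and 1952 to 3077 lower in STH1-AID, 17 to 22 and 204 to 255 in RAP1-AID, and 155 to 241 and 1066 to 2738 in STH1-AID RAP1-AID cells. Against WT they ran from 17 to 72 and 16 to 32, 496 to 1172 and 51 to 65, and 170 to 518 and 68 to 251. The interactions ran from 1486 to 2258 positive and 270 to 595 negative, 51 to 117 and 131 to 1514, and 11 to 1376 and 5 to 47. Medians of ribosomal protein genes ran from -1.147 to -0.681, -1.976 to -1.762 and -2.01 to -1.392. The log2 ratio to S. pombe ran from -0.727 to -0.273, -0.559 to -0.354 and -0.777 to -0.212 with IAA, and against WT from -0.205 to 0.257, 0.161 to 0.521 and -0.574 to -0.009. Genes that changed sign were BAP2 in RAP1-AID (-0.091 to 0.155) and STH1-AID cells (-0.031 to 0.51), CSG2 in RAP1-AID cells (-0.198 to 0.012), PDE2 in STH1-AID RAP1-AID cells (-0.587 to 0.001), and STH1 in STH1-AID (-0.071 to 0.487) and STH1-AID RAP1-AID cells (-0.082 to 0.462). Of 66 results for single genes 13 changed in verdict.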

Other observations

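The tests of near-identical copies and low counts within 10 kb of chromosome ends were added once the values over all subtelomeric genes were known, and the tests of TMM on these genes, of Rap1 function and a shared variant, of MET17 presence and the STH1-AID allele, of the causes of the S. pombe classes other than unequal amount, of the amount of S. pombe cells and of RRT15 were chosen only after the results were seen.

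The splits of the 6 libraries of each comparison limit what their counts of called genes can show, since 10 splits cannot give a share under 0.1. Refitted on those libraries alone, 1 of 10 splits gave as many called genes as the real one in each of the 3 comparisons of IAA with DMSO, and also for RAP1-AID and for STH1-AID RAP1-AID cells against WT. For STH1-AID cells with DMSO against WT it was 2 of 10, with 33 genes in the real split and 41 in another. For STH1-AID RAP1-AID cells against WT the real split, with 231 genes, is also the split by S. pombe class, and the highest other split gave 160. At least as many gene sets as in the real split were called in 10, 6 and 8 of the 10 splits for STH1-AID, RAP1-AID and STH1-AID RAP1-AID cells, so the number of sets called by camera at the preset correlation carries little weight. In each of the 6 comparisons 4 of the splits part all pairs of the same number, and the real one gave the most genes among them.

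Subtelomeric genes were higher in DMSO-treated RAP1-AID cells than in WT. Spike-in scaling is argued against by the median of 0.903 under TMM, GC content and length by 0.926 after their trend was removed, and a difference between WT and all degron strains by 0.648 against DMSO-treated STH1-AID cells. Over the 215 genes, reads shared between copies (0.31 for 98 genes of unique sequence) and low counts (0.377 for 132 genes with a mean of at least 50 counts) cannot be told apart from a real change, as both values lie between no change and the whole. Within 10 kb of an end they are argued against, with 1.151 for 26 genes of unique sequence and 0.937 for 44 genes with at least 50 counts. Against STH1-AID cells the median within 5 kb of an end exceeded that at 30 to 50 kb by 2.067. This fall with distance may reflect reduced Rap1 function before IAA, as Rap1 acts at telomeres. Ribosomal protein genes, relative to all genes, were lower in the DMSO-treated RAP1-AID strains than in WT and DMSO-treated STH1-AID cells. The difference was -0.29 log2 units (exact permutation p = 0.00216, the smallest that 924 arrangements of the libraries allow). That permutation treats libraries of 1 strain as independent. It would give a low p for any difference between these strains, so it does not test an effect of the RAP1-AID allele. Going the other way, IAA in RAP1-AID cells left the subtelomeric genes at a median of 0.07 under TMM, with 5 called higher. The 16 glycolytic genes had medians against WT under TMM of -0.72 in RAP1-AID and -0.61 in STH1-AID RAP1-AID cells (16 below 0 in each). In STH1-AID cells their median was -0.02. A variant shared by both RAP1-AID strains, which may have a common parent, cannot be told apart from reduced Rap1 function. Either could give the subtelomeric median of 1.232 in STH1-AID RAP1-AID cells.

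MET17 had at most 16 raw counts in the STH1-AID libraries. An effect of the STH1-AID allele is argued against, since STH1-AID RAP1-AID libraries, with the same tag, had at least 2373. Absence of the gene from the STH1-AID strain alone may account for this, and the strains would then differ at a locus for which their labels agree in giving the same allele. The paper's genotypes list that allele as a deletion in every strain, WT included. It is thus the counts in WT, RAP1-AID and STH1-AID RAP1-AID cells that contradict the stated genotype. In DMSO-treated cells against WT under TMM, the 20 listed sulphur genes had medians of -0.29 in STH1-AID, -0.43 in RAP1-AID and -0.34 in STH1-AID RAP1-AID cells. MET17 itself was at -12.3, -1.27 and -1.56, so no strain had unchanged MET17. The size of the sulphur change did not follow that of MET17, but whether these genes respond to a lack of MET17 stays open. The comparison with RAP1-AID cells was set after a test on STH1-AID cells alone had given a median below all random lists. Any other difference between these strains and WT was not tested.

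The 2 classes of S. pombe profile differed in 256 S. pombe genes at an edgeR adjusted p under 0.05, of which 2 by more than 1 log2 unit. A batch of libraries or lanes is not excluded. In S. cerevisiae 0 genes differed between the classes (85 at an unadjusted p under 0.05), but the power of that comparison was not measured. The paper names different PCR cycle numbers and sequencing platforms without assigning them to libraries. S. cerevisiae reads counted as S. pombe are argued against by the 4 groups that hold both classes. Different preparations of S. pombe cells may be the source. Whether the classes received unequal amounts cannot be told apart, with a difference of 0.054 log2 units within groups (exact permutation p = 0.802).

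A single factor per library made up 78.6% of the variance of log2 normalised counts within groups. The amount of S. pombe cells mixed in and the amount of mRNA per cell cannot be told apart as its source: in 5 of 9 pairs of cultures with the same number the factors had the same sign, with r = -0.097 (exact permutation p = 0.56).

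Genes head-to-head with a ribosomal protein gene had a median change of 0.12 in RAP1-AID cells under TMM against 0.00 for genes in tandem (two-sided permutation p = 0.0998, adjusted over 3 strains 0.299), with 7 of 65 against 1 of 53 called higher (Fisher's exact p = 0.0722, adjusted 0.217). An effect of orientation cannot be told apart from no effect at this number of genes. Chosen after their values were seen, YOR292C next to RPS10A rose by 2.64 (log2, edgeR adjusted p = 9.12e-11) and RXT3 next to RPL31A by 1.88 (edgeR adjusted p = 9.09e-13), both under TMM. Of the 65 genes 1 was called lower under TMM, TSR1 next to RPS29B (-1.43, edgeR adjusted p = 9.25e-08).

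RRT15 and YLR162W, chosen after their values were seen, together had 2.57 to 4.57 CPM (of S. cerevisiae counts) in 6 libraries and at most 0.627 in the others. At an edgeR adjusted p under 0.05, 0 other genes differed between these kinds of library (44 at an unadjusted p under 0.05). The power of that comparison was not measured, so a library-wide batch is not excluded. No biological explanation was tested.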
